A study of Homo sapiens with 10 samples.

How the data were processed

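RNA of PSA- and PSA+ cells from 4 human prostate tumors was measured on 10 Agilent arrays with 2 colors. Per the labels, the cells of each tumor were separated with a vector that carries a PSA-GFP reporter. Per the labels' source names and the series design, on every array Cy5 (red) held the PSA- cells and Cy3 (green) the PSA+ cells of the same tumor. The extract protocol in the labels names PSA+ cells for both channels of all 10 arrays, so the direction of the ratios rests on the source names and the design. No array had the dyes swapped. A difference between the dyes and a difference between the cells therefore cannot be told apart for any single gene. The labels do not say whether cells other than epithelial cells were removed before the separation. Tumor 1 had 1 array, and tumors 2, 3 and 4 had 3 arrays each. Per the labels, the arrays of 1 tumor were technical, so they were averaged and counted as 1 sample, which gave n = 4 tumors. For 1 array a label conflicted with its title, and it was grouped by its title.

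The scanner files were deposited by the authors as spot intensity values, the mean signal and the median background signal of each channel on a linear scale, written by Feature Extraction 9.1.3.1 per the file headers. The deposited files also hold the scanner software's own log10 ratio of red over green after its dye normalization. The deposited table of the whole series holds log10 values. These differed from the scanner files' log10 ratios by at most 0.00497, so their scale and direction are those of the scanner software, and each column's median was 0. How the authors treated the values beyond this was not given in the sources used here.

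Each array had 45015 spots, of which 1639 were controls and 43376 stood for 41000 probes. Background was corrected with normexp (offset 50) on all spots, and log2(PSA-/PSA+) was normalized within each array by loess with control spots at weight 0. Spots with an outlier flag were left out (1 to 19 per array), and saturated spots were kept. Spots of 1 probe were averaged. A probe was kept if it was well above background in at least 1 channel on a share of at least 0.5 of a tumor's arrays in at least 3 of the 4 tumors, which held for 25426 probes. From these, 25 probes of Y-linked genes and XIST were left out, and 12 with no value in a tumor. A gene was represented by its probe with the highest mean intensity, which left 18842 genes. Of the 43376 spots, 25876 were named through their RefSeq accession in the table of the GRCh38.p14 assembly, and the other 17500 kept the name of the array design. Some of these names are clone or accession names.

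For each gene the 4 tumor means were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all 18842 genes and a threshold of 0.05. All adjusted p values of genes come from this fit unless another is named. A test of a single value over 4 tumors by exact sign flips cannot go below 0.125, so no such test was used. The 41 gene lists, fixed before the data were examined, cover prostate epithelium, stem cell and signaling genes, stress, growth and metabolism, and markers of other cell types a tumor digest can hold. A list with at least 3 measured genes was tested against all other genes with limma's camera at a preset correlation between genes of 0.01, adjusted over the 40 lists tested. Camera with an estimated correlation and limma's fry served as companions, and neither called a list after adjustment in fry's directional test. Fry's mixed test, which takes changes in either direction, called 32 of the 40 lists.

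The genes named in the text were set before the data were examined. They are KLK3, 1 gene that is not reported here, and the 10 genes with the largest positive and the 10 with the largest negative mean log2 ratio among genes with a symbol that passed the threshold with the same sign in all 4 tumors. Clone names, LOC, FLJ, KIAA and orf names were left out. For each called list and each list of other cell types they are up to 4 members with the largest absolute mean log2 ratio. The rule also took members past the threshold adjusted over the list alone; the text gives these as counts. In a list of another cell type that was not called, the text names the first of these and those past the threshold over all genes, a narrowing chosen after the values were seen. Genes named only in the closing section were also chosen after their values were seen. Of the 90 genes the rule took, 65 were well above background in both channels on all 10 arrays, and no gene was below it on all 10 arrays in either channel. For 26 of them other probes passed the filter, and for 4 of these (NUCKS1, CALD1, SLC4A1 and RAC2) at least 1 other probe had the opposite sign. For 22 of the 26 at least 1 other probe had under 0.5 times the ratio of the brightest probe, so the sizes printed rest on that probe.

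The arrays lay on 4 slides and were scanned on 2 days. Tumor 1 had a slide and a scan day of its own, and 2 slides held arrays of more than 1 tumor. The alternatives were no background correction, an offset of 16, median centring in place of loess, Aquantile scaling after loess, the scanner software's ratios, the deposited series table, no filter on dim probes, a filter for both channels on every array, the mean of all probes of a gene, eBayes with trend and robust, tumor or slide as a random block over the 10 arrays (duplicateCorrelation), weights by number of arrays, and leaving out each tumor or each technical array.

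The steps were tested on simulated data with the spread of these arrays. Among 18842 simulated genes, 68% of those given a log2 ratio of 0.5 and 97% of those given 1 were called, as were 7 unchanged genes. A red signal raised by 1 on the log2 scale in 200 bright spots came back as 0.968 after background correction and loess. Recovery in dimmer spots was not tested. The number of tumors limits the precision of every value. Figures were drawn with matplotlib 3.10.9.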

Results

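PSA- and PSA+ prostate cancer cells of 4 tumors were compared within each array, so that each tumor was its own control. PSA is prostate specific antigen, a secreted protease of luminal prostate cells encoded by KLK3. The labels state the aim as the change in gene expression of PSA- cells relative to PSA+ cells. The median signal of the arrays was 281 to 335 in the PSA- channel and 116 to 164 in the PSA+ channel. Between 63.1% and 66.9% of spots were well above background in the PSA- channel, and 52.7% to 63.1% in the PSA+ channel for tumors 2 to 4. The single array of tumor 1 had 41.9% in the PSA+ channel. No array had the dyes swapped, so a dye effect on a gene cannot be separated from its difference between the cells. Values below are log2 ratios of PSA- over PSA+ cells as mean ± SD over n = 4 tumors.

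KLK3 itself was lower in PSA- cells, with a mean of -0.58 ± 0.26 or 1.49-fold, in 4 of 4 tumors (limma, adjusted p = 0.026). This checks the labels and is no finding, since the cells were separated by a PSA reporter. With median centring in place of loess, where the median of all genes moved to 0.59, the KLK3 log2 ratio turned to 0.86 (adjusted p = 0.112). It missed the threshold without tumor 2, 3 or 4 (adjusted p of 0.132, 0.0722 and 0.0628; 0.000117 to 0.132 over all alternatives).

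Among genes with a symbol, SPON2 and the collagen genes COL6A1 and COL6A3 were among the genes lowest in PSA- cells, and DLST and PRDX3 had the largest called ratios in the other direction. Of 18842 genes, 1430 were higher and 787 lower in PSA- cells. Of these, 211 higher and 224 lower genes differed by over 1.5-fold, and 3 and 38 by over 2-fold, in the main analysis. The sign was the same in all 4 tumors for 50.2% of all genes, against 12.5% for signs drawn by chance. A dye effect on a gene would also give it the same sign in all 4 tumors, so this share does not separate dyes from cells. The called genes were 64.5% higher in the main analysis, 52.5% with no background correction and 51.7% with the scanner software's own ratios. Without tumor 2, or without tumor 3, limma called 0 genes in either direction, with 2537 higher and 1327 lower at an unadjusted p under 0.05 in the first case and 2648 and 1451 in the second. Without tumor 4 it called 557 and 299, and without tumor 1 it called 1838 and 1575. Median centring also gave 0 and 0 (9746 and 399 unadjusted), and eBayes with trend and robust left 747 higher and 10 lower.

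The largest decrease among genes with a symbol was in SPON2, which encodes the secreted matrix protein spondin 2, at -2.33 ± 1.03 or 5.02-fold lower (adjusted p = 0.0211). The collagen genes COL6A1 (-2.01 ± 0.75, adjusted p = 0.0154), COL6A3 (-1.62 ± 0.49, adjusted p = 0.012) and COL1A2 (-1.54 ± 0.62, adjusted p = 0.018) were lower as well, with the same sign in all 4 tumors as the choice of genes required. These sizes are those of the brightest probe; the other probe was at -0.27 for COL6A1 and at -0.21 for COL1A2. Also lower were the genes of the trefoil peptide TFF1 (-1.69 ± 0.98), the protease inhibitors SERPINA3 (-1.54 ± 0.77) and SLPI (-1.27 ± 0.62), and the stress cytokine GDF15 (-1.38 ± 0.81). NNMT, which methylates nicotinamide, was at -1.28 ± 0.40 and the matrix protein gene SPARC at -1.27 ± 0.30. The adjusted p of these 6 genes was 0.0103 to 0.0372. GDF15, SLPI and SPARC came out above 0 with median centring.

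In the other direction, DLST, a subunit of the mitochondrial 2-oxoglutarate dehydrogenase complex, was 2.75-fold higher in PSA- cells, at 1.46 ± 0.10 by its brightest probe (adjusted p = 0.00378) and at 0.56 by its other probe. PRDX3, a mitochondrial peroxiredoxin, was at 1.07 ± 0.28 (adjusted p = 0.0114). The PDZ protein gene TAX1BP3 (0.94 ± 0.42), the F-box gene FBXO34 (0.93 ± 0.24) and NUCKS1 (0.92 ± 0.49), which encodes a nuclear phosphoprotein, came next. The 4 other probes of NUCKS1 had mean ratios of -0.18 to -0.07, against the sign of its brightest probe, and the other probe of FBXO34 was at 0.11. The ribosomal protein genes RPL37A (0.91 ± 0.43) and RPL17 (0.89 ± 0.11) were also higher. So were RAB1A (0.89 ± 0.30), a GTPase of transport from the endoplasmic reticulum, SRP9 (0.89 ± 0.26), part of the signal recognition particle, and LYPLA1 (0.88 ± 0.52), a thioesterase. All 8 genes after PRDX3 had adjusted p of 0.00901 to 0.0387. The other probe of RPL37A was at 0.38 and that of LYPLA1 at 0.31. Other probes were at 0.16 to 0.48 for RPL17, 0.31 to 0.63 for RAB1A and 0.047 to 0.84 for SRP9.

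**Figure D1:**
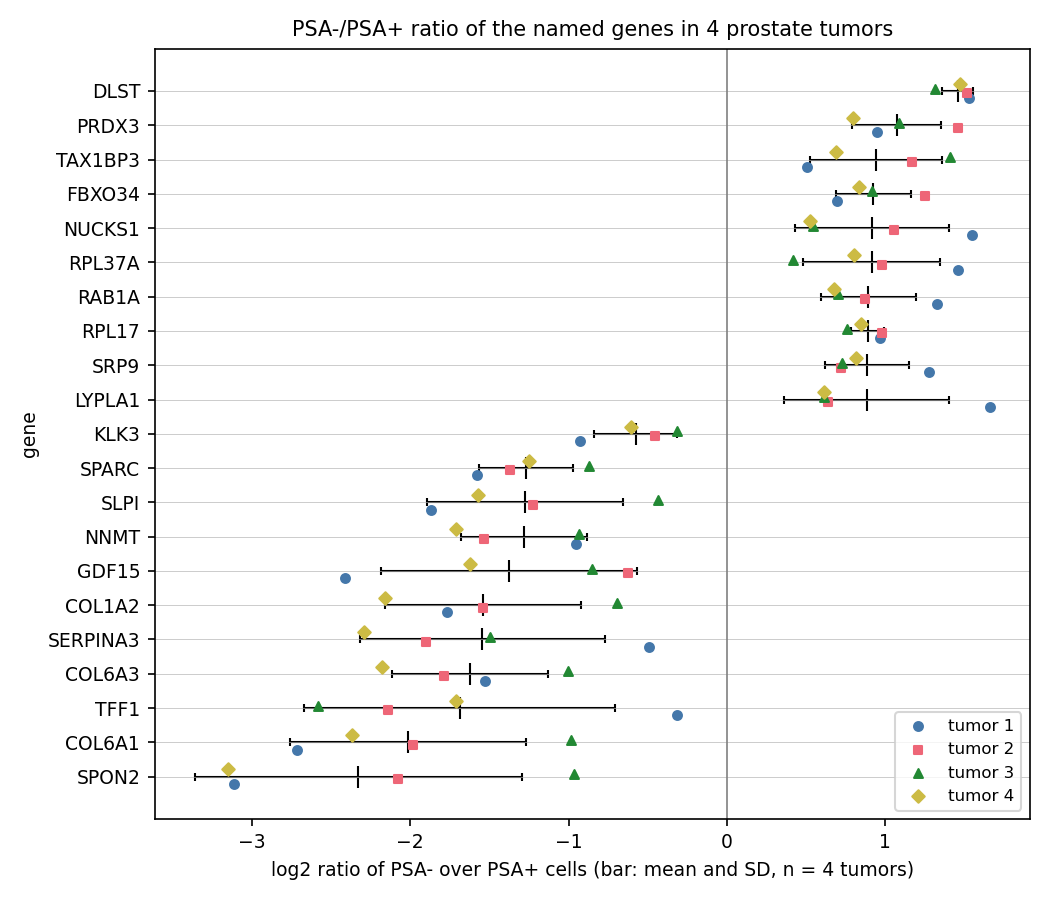
The log2 ratio of PSA- over PSA+ cells (x axis) of KLK3 and the 10 genes with the largest called ratio in each direction (y axis). Symbols are the 4 tumors and bars the mean and SD. Means run from SPON2 at -2.33 to DLST at 1.46. All 4 tumors lie on the same side of 0 for each gene, which the choice of genes required for all but KLK3.

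Markers of fibroblasts, which make the collagen matrix of the stroma, were lower in PSA- cells than other genes. All 23 measured markers had a mean below 0, with a median of -0.71, and 15 passed over all genes (18 adjusted over the list alone). The list was called by camera (adjusted p = 1.44e-11), but not with an estimated correlation (adjusted p = 0.684). After COL6A1, COL6A3 and COL1A2 the largest change was in PDGFRB, a growth factor receptor of stromal cells, at -1.24 ± 0.53 (adjusted p = 0.0204). The median of the list was -0.28 in tumor 1, -1.02 in tumor 2, -0.71 in tumor 3 and -1.12 in tumor 4. The separation used a PSA reporter, and the labels do not say whether fibroblasts were removed first.

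The genes of the list on epithelial to mesenchymal transition were lower as a group, with a median of -0.28 (camera, adjusted p = 0.000563). Of 16 measured genes 5 fell over all genes and 6 adjusted over the list alone, and none rose. Besides SPARC these included the motility gene S100A4 (-0.63 ± 0.38, adjusted p = 0.0441) and LOX (-0.63 ± 0.32, adjusted p = 0.0311), an enzyme that crosslinks collagen. FN1, the fibronectin gene, was at -0.51 ± 0.52 and did not pass (adjusted p = 0.132); without tumor 2 it was at -0.26. The list was not called with an estimated correlation (adjusted p = 0.684) or with median centring, where its median was 0.50 and FN1 lay above 0. Its median was -0.074 in tumor 1 and -0.29 to -0.51 in the other tumors. The fibroblast markers were also lower in all 4 tumors (median -0.71). The 2 lists share no measured gene, though 5 of the 16 stand in another list. How far fibroblasts express the genes of this list was not tested. The 2 decreases are therefore not shown to be separate.

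Ribosomal protein genes were higher in PSA- cells as a group, with a median of 0.27 over 36 genes (camera, adjusted p = 2.34e-06). Over all genes 17 rose, 2 fell and 17 did not pass, and adjusted over the list alone 23 rose and 2 fell. The largest were RPL15 (0.65 ± 0.20), RPS23 (0.63 ± 0.32), RPL6 (0.62 ± 0.10) and RPL4 (0.61 ± 0.29), with adjusted p of 0.0103 to 0.0304. The other probe of RPL6 was at 0.026 and that of RPL15 at 0.30. With an estimated correlation the list was not called (adjusted p = 0.684). The fibroblast median was -0.71 beside it, below 0 in all 4 tumors.

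Cell cycle and proliferation genes were higher as a group, by a median of 0.15 over 38 genes (camera, adjusted p = 0.000781). Over all genes 8 rose and 1 fell, and adjusted over the list alone 9 rose and 1 fell. Among them were GINS2 (0.55 ± 0.03, adjusted p = 0.00901), part of the replicative helicase, and TYMS (0.50 ± 0.14, adjusted p = 0.0149), the thymidylate synthase. The spindle checkpoint gene MAD2L1 was at 0.48 ± 0.17 (adjusted p = 0.0196). UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, went the other way at -0.54 ± 0.21 (adjusted p = 0.0213), and lay above 0 with median centring. The list was not called with an estimated correlation (adjusted p = 0.684) or with median centring (adjusted p = 0.054, the largest over the alternatives). The fibroblast median was -0.71 beside it, below 0 in all 4 tumors.

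The cytokine and immediate early lists had medians below 0, though most of their genes did not pass. The median of 23 cytokine and chemokine genes was -0.23 (camera, adjusted p = 0.00117), with 5 genes lower, 1 higher and 17 not passing over all genes and 11 and 2 adjusted over the list alone. IL6 (-0.58 ± 0.19, adjusted p = 0.0165), CXCL1 (-0.58 ± 0.28, adjusted p = 0.0293) and CXCL8 (-0.56 ± 0.23, adjusted p = 0.0218) passed, and CCL2 did not (-0.54 ± 0.46, adjusted p = 0.091; -0.31 without tumor 3). The median of 23 immediate early genes, which include genes known to respond to tissue dissociation, was -0.25 (camera, adjusted p = 0.00212). Of these 6 fell and 17 did not pass over all genes, 9 fell adjusted over the list alone, and 6 had a mean above 0. Those that fell included the stress transcription factor gene ATF3 (-0.92 ± 0.35, adjusted p = 0.0176), the matrix protein gene CCN2 (-0.76 ± 0.34, adjusted p = 0.0231) and the phosphatase gene DUSP1 (-0.63 ± 0.22, adjusted p = 0.0169). SOCS3, an inhibitor of cytokine signaling, was at -0.51 ± 0.41 (adjusted p = 0.0801). Neither list was called with an estimated correlation (adjusted p = 0.684 for both) or with median centring, where CXCL1, ATF3, CCN2, DUSP1 and SOCS3 lay above 0 and so did both medians. The cytokine median was -0.019 in tumor 1 and the immediate early median -0.010 in tumor 4, and without tumor 3 both were -0.14. The other probe of ATF3 was at -0.057. The fibroblast median was -0.71 beside both lists.

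Among 28 genes of FGF, IGF and BMP signaling the median was -0.14 (camera, adjusted p = 0.0108), and 3 fell over all genes and 3 adjusted over the list alone. IGF2, an insulin-like growth factor, was at -1.05 ± 0.37 (adjusted p = 0.0149) and the binding protein gene IGFBP2 at -0.47 ± 0.15 (adjusted p = 0.0176). Both were above 0 with median centring, as was the median of the list. IGFBP5 (-0.79 ± 0.73, adjusted p = 0.105; -0.49 without tumor 2) and IGFBP3 (-0.48 ± 0.34, adjusted p = 0.0649) did not pass. The list was not called with an estimated correlation (adjusted p = 0.684), with median centring, without tumor 3 (median -0.076, adjusted p = 0.0848) or with the filter for both channels (adjusted p = 0.154, the largest over the alternatives). Its median was -0.0050 in tumor 1, and the fibroblast median was -0.71 beside it.

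Lists of 11 other cell types were not called, with medians from -0.16 to 0.11 (camera, adjusted p of 0.069 to 0.836). All 6 endothelial and all 5 neutrophil markers had a mean below 0, as did 11 of 15 smooth muscle and pericyte markers. The endothelial list was called lower by camera in 5 alternatives, the scanner software's ratios among them (median -0.42, adjusted p = 0.0185). The size of its median thus depended on the setting. No mast cell marker was measured. Of smooth muscle and pericyte markers CALD1 (-0.45 ± 0.20, adjusted p = 0.0267) and ACTA2 (-0.37 ± 0.22, adjusted p = 0.0492) fell and ACTC1 rose (0.51 ± 0.29, adjusted p = 0.0418; 0.00099 by its other probe), while ACTG2 was at -0.89 ± 0.62 (adjusted p = 0.0565). Adjusted over the list alone 3 of them fell and 1 rose. The neutrophil marker S100A8 was lower (-0.74 ± 0.31, adjusted p = 0.0219), as was the glial marker PMP22 (-0.43 ± 0.24, adjusted p = 0.0403). Adjusted over the list alone 1 neutrophil marker fell, and of the nerve and glia markers 1 fell and 1 rose, MBP (0.23 ± 0.15, adjusted p over all genes = 0.0806). CALD1, ACTA2, S100A8 and PMP22 lay above 0 with median centring. The largest members of the other lists did not pass. They were CLDN5 of endothelium (-0.45 ± 0.46), IL7R of T and NK cells (-0.39 ± 0.55), HCLS1 of leukocytes (-0.31 ± 0.25), CD86 of macrophages, monocytes and dendritic cells (-0.29 ± 0.29), SCG5 of neuroendocrine cells (-0.26 ± 0.32), SDC1 of B and plasma cells (-0.20 ± 0.18), SNCG of seminal vesicle and urothelium (-0.17 ± 0.35) and HBA1 of erythrocytes (-0.16 ± 0.24), with adjusted p of 0.0915 to 0.397. Without tumor 3 CLDN5 was at -0.27, IL7R at -0.12, HCLS1 at -0.20, SCG5 at -0.12 and SNCG at -0.26. Without tumor 2 SNCG was at 0.00288 and HBA1 at -0.047, and without tumor 1 SDC1 was at -0.11. Of these, HCLS1, SCG5, SDC1 and SNCG lay above 0 with median centring.

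**Figure D2:**
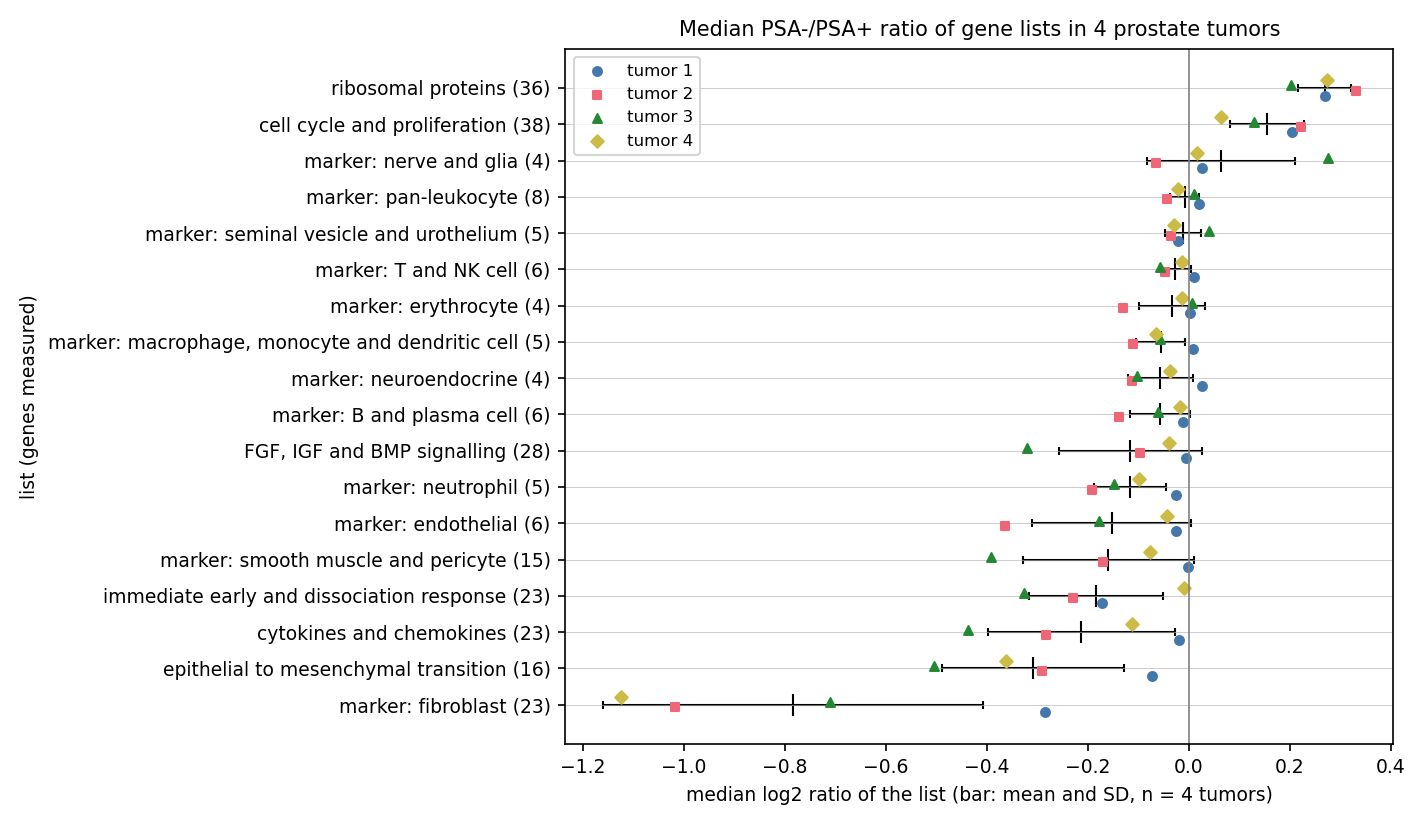
Median log2 ratio of PSA- over PSA+ cells (x axis) of the called gene lists and of marker lists of other cell types, with the number of genes measured (y axis). Symbols are the 4 tumors and bars the mean and SD of the 4 medians; fibroblast markers lie below 0 in all 4 tumors, down to -1.12, and ribosomal protein genes above 0 in all 4.

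The other 22 lists were not called (camera, adjusted p of 0.202 to 0.907), with medians from -0.13 to 0.16. They included luminal and basal epithelial markers, prostate cancer stem cell markers, pluripotency, Polycomb, Wnt, Notch and Hedgehog genes, cell cycle inhibitors, heat shock, oxidative stress, wound healing, hypoxia, interferon, antigen presentation, ALDH and transporter genes, oxidative phosphorylation, lipid synthesis, polyamine and citrate genes, apoptosis regulators and reference genes. Luminal markers had a median of -0.0076 over 27 genes (2 rose, 1 fell) and basal markers one of 0.014 over 33 genes (2 rose, 2 fell). For basal markers and cell cycle inhibitors the median was above 0 and the test's direction below it, and for Polycomb genes the mean was above 0 and the median and the test's direction below it.

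The profiles of the 4 tumors correlated across genes, which are not independent replicates, so no p is given. Pearson's r was 0.43 to 0.57 for tumor 1 with the other tumors and 0.63 to 0.72 among tumors 2, 3 and 4. Spearman's rho over the 6 pairs was 0.48 to 0.72. Arrays of 1 tumor correlated at 0.87 to 0.97. The median SD of a gene between arrays of 1 tumor was 0.044 in the mean of tumors 2 to 4, and the median SD between the 4 tumor means was 0.13.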

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

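The tests of the fibroblast genes, of the dyes and of single arrays were chosen after the results were seen, and the dye test replaced a first form, on list medians, whose ratios were 1.68 for the fibroblast list and 1.08 for the ribosomal protein list.

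In 5 of the 90 genes looked at 1 tumor stood far from the other 3, by a rule that chance alone meets in about 1 of 20 groups. In tumor 1, LYPLA1 was at 1.66 against 0.61 to 0.64 in the other tumors, RPL15 at 0.95 against 0.53 to 0.59, IGF2 at -0.50 against -1.28 to -1.19, and SDC1 at -0.46 against -0.14 to -0.079. Of the 5 genes 4 stood apart in tumor 1. In tumor 3, CCL2 was at -1.23 against -0.37 to -0.27.

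The markers of fibroblasts were lower in PSA- cells in each tumor, the abundant COL1A1 (-1.20), COL1A2 (-1.54), COL3A1 (-0.60) and DCN (-1.13) among them, and 2 of the 23 stand in another list. Non-epithelial cells of every type in the PSA+ fraction cannot be told apart as the cause: leukocyte markers lay above the fibroblast median by 0.744 on the log2 scale on average, but only 12 of the 25 were well above background on every array in both channels, and endothelial and neutrophil markers were below 0 as well. How far separation by a PSA reporter kept such cells out of that fraction was not tested. How many of the markers tumor cells also express was not tested either. A dye bias of single genes as the whole cause cannot be told apart either, because no dye was swapped; the markers' SD between tumors 2 to 4 was 2.64 times that between arrays of 1 tumor, which decides nothing without a swap.

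Of the 36 ribosomal protein genes 17 were higher in PSA- cells, 2 lower and 17 did not pass, and the list was not called with an estimated correlation (adjusted p = 0.684). Their median of 0.27 lay above 100% of 10000 lists matched on intensity, which had a median of -0.025. How closely the matching held for the brightest ribosomal protein genes, such as RPL15 at a mean log2 intensity of 16.3, was not tested. An intensity trend left after loess among these genes therefore cannot be told apart as the cause of their median. With median centring their median was 1.95, and staying above 0 there had been set beforehand to count against loess as the cause; that bound was wrong, because the setting moves all genes to a median of 0.59 and the brightest ones to 1.40, so loess as the cause cannot be told apart. The members' SD between tumors 2 to 4 was 1.30 times that between arrays of 1 tumor, and a dye bias of single genes cannot be told apart from a shift shared by the tumors, because no dye was swapped.

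The profile of tumor 1 correlated less with the other tumors, with a gap of 0.195 in the median r. The gap was 0.171 among the 13030 genes well above background in both channels on that array. Genes not well above background there are therefore not the whole cause. Averaging 3 arrays in the other tumors is not either, since the gap was 0.152 with single arrays of those tumors. These limits were not tested together. More noise on the array of tumor 1, from its dim PSA+ channel or otherwise, cannot be told apart as the cause, because tumor 1 had 1 array. The slide and scan day of tumor 1 held no other tumor, so batch and tumor cannot be told apart, and no biological explanation was tested.

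Flipping the sign of the ratio in some of the 4 tumors gives 8 splits, so few that their share cannot fall under 0.05. The real signs gave 2217 called genes, the most in 1 of the 8 splits, and the highest of the other splits gave 0.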

How the results depend on the processing

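No paired analysis was possible because the replicate numbers name technical arrays that were averaged within a tumor, and the ratio already pairs both cell fractions of 1 tumor. Counts of higher and lower genes were 1430 and 787 in the main analysis. They were 3211 and 2904 with no background correction, 3121 and 2300 with tumor as a random block, 4235 and 3052 with slide as a random block, 2227 and 1583 with tumors weighted by arrays, 857 and 377 with no filter on dim probes, and 747 and 10 with eBayes trend and robust. The random blocks count 10 arrays of 4 tumors, so their fits see more samples than tumors. The lower count was 1927 with the scanner software's ratios and 1929 with the series table. Median centring gave 0 and 0. Leaving out tumors or arrays gave 0 to 1838 higher and 0 to 1575 lower genes. The 0 came without tumor 2 and without tumor 3, and without tumor 4 they were 557 and 299. The highest counts, 1838 and 1575, came without tumor 1, where 3 tumors were left as well. Aquantile scaling leaves ratios as they are and moved nothing.

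Median centring leaves any trend with intensity in the ratios: the median of all genes was 0.59 there and that of the brightest genes 1.40. Whether this trend came from the dyes or from the cells cannot be told apart, because no dye was swapped. KLK3 was at 0.86, SDC1 1.44, IGFBP2 0.95, CALD1 0.90, CXCL1 0.83, FN1 0.78, DUSP1 0.68, S100A8 0.57, HCLS1 0.54, SCG5 0.52, UBE2C 0.48, SLPI 0.47, SOCS3 0.38, CCN2 0.32, ATF3 0.26, SNCG 0.081, GDF15 0.059, PMP22 0.035, IGF2 0.033 and SPARC 0.011. ACTA2 was at 0.38 and RAC2 at 1.22. RAC2 was also at 0.068 with the mean of all probes. Of genes named in the closing section, ID1 was at 1.15, TP63 1.12, ITGA6 1.12, DKK3 0.95, THY1 0.51, SOX9 0.48, HES4 0.47, HES1 0.43 and CTNNB1 0.37. Relative to all genes, the medians of the fibroblast list (-0.26), epithelial to mesenchymal transition (0.50) and the FGF, IGF and BMP list (0.23) stayed below 0.59, and those of the cytokine (0.60) and immediate early (0.89) lists did not. The KLK3 log2 ratio kept -0.58 with no filter on dim probes (adjusted p = 0.0535) and with eBayes trend and robust (adjusted p = 0.0564), past the threshold in neither, and was -0.66 to -0.46 in the sets with a tumor or array left out. SNCG was -0.26 to 0.00288 in those sets, above 0 without tumor 2. No other named gene changed sign in any alternative. Sizes moved as well. Over the alternatives that kept all arrays the fibroblast median ran from -1.67 to -0.26, against -0.71 in the main analysis. The ribosomal protein median ran from 0.26 to 1.95. LOX ran from -1.61 to -0.32, IL6 from -1.41 to -0.21 and IGFBP5 from -2.08 to -0.55. The sizes printed in the results are those of the main analysis.

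Of the 71 called genes named beside KLK3, 48 kept their direction in all 26 alternatives, and 0 kept the call in all 26, since no gene was called with median centring or without tumor 2 or 3. The fibroblast and ribosomal protein lists were called by camera in all 26, with adjusted p up to 3.21e-08 and 0.00862. All 26 kept the preset correlation of 0.01. With an estimated correlation neither list was called (camera, adjusted p = 0.684 for both). Fry's directional test did not call them either (adjusted p = 0.0749 for both). The number of called lists was 6 to 8 against 7, but not of the same lists: with median centring 5 of the 7 lost their call and 6 others gained one (oxidative phosphorylation higher; endothelial, T and NK cell, B and plasma cell, neutrophil and erythrocyte markers lower). The endothelial list was also called with the scanner software's ratios, the series table, no filter on dim probes and the mean of all probes, the smooth muscle and pericyte list without tumor 1, and the neutrophil list without tumor 3. The median r between tumors (0.60) was 0.81 with median centring and 0.53 to 0.72 with tumors or arrays left out, highest without tumor 1. The technical SD (0.044) was 0.041 with no background correction or with the mean of all probes, 0.048 with an offset of 16 or no filter on dim probes, 0.046 with the scanner software's ratios or the series table, 0.17 with median centring, and 0.039 to 0.044 with tumors or arrays left out. On the 2 slides with more than 1 tumor KLK3 was -0.52 and -0.49, the fibroblast median -0.90 and -0.82 and the ribosomal protein median 0.27 and 0.27. Other medians were smaller on 1 of the slides: cell cycle 0.16 and 0.079, immediate early -0.11 and -0.19, cytokine -0.16 and -0.33, and FGF, IGF and BMP -0.073 and -0.20. Correlations and the technical SD do not use the variance model, weights or blocks. Causes not named here were not tested.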

Other observations

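Single genes of lists that were not called passed the threshold over all genes. They were chosen after their values were seen, and HES1, HES4, CTNNB1, DKK3, SOX9 and ID1 lay above 0 with median centring. Of all 18842 genes 11.8% passed this threshold in 1 direction or the other, which is the share to set beside the counts below. In the Notch list HES1 (-0.99 ± 0.24), HEYL (-0.81 ± 0.48) and HES4 (-0.75 ± 0.32), transcription factor genes that Notch activates, were lower in PSA- cells, and the ligand gene JAG2 was higher (0.31 ± 0.15), among 21 measured genes. In the Wnt list WNT5A (-1.02 ± 0.35), CTNNB1 (-0.86 ± 0.27) and DKK3 (-0.46 ± 0.25) were lower, and DKK1 (0.37 ± 0.17), WNT10A (0.27 ± 0.07) and FZD6 (0.22 ± 0.05) higher, among 29 genes. Of 31 Polycomb and chromatin genes, EED (0.55 ± 0.01) and EZH2 (0.41 ± 0.14), both subunits of Polycomb repressive complex PRC2, were higher and none was lower. Other PRC2 subunit genes of the list did not pass: SUZ12 was at -0.068 ± 0.27 (limma, adjusted p = 0.673) and EZH1 at 0.071 ± 0.09 (adjusted p = 0.383). Of 15 pluripotency genes, KLF2 (-0.61 ± 0.25), SOX9 (-0.53 ± 0.25) and ID1 (-0.27 ± 0.13) were lower.

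Of 37 oxidative phosphorylation genes 8 were higher and 3 lower in PSA- cells, led by SDHB (0.71 ± 0.39), ATP5F1A (0.60 ± 0.13) and COX7B (0.59 ± 0.14). Of 15 prostate cancer stem cell markers, NES (-0.62 ± 0.35) and THY1 (-0.50 ± 0.20) were lower and none was higher; THY1 is also among the fibroblast markers. Of the basal markers TP63 (-0.35 ± 0.12) and ITGA6 (-0.32 ± 0.08) were lower, and CAV2 (0.83 ± 0.27) and LAMA3 (0.24 ± 0.09) higher; THY1, TP63 and ITGA6 lay above 0 with median centring.

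The arrays of tumor 4 lay on 3 slides. The fibroblast median was -1.51 on the array alone on its slide and -0.95 to -0.81 on the other 2. Arrays of 1 tumor on the same slide correlated at 0.939 to 0.967, and those on different slides at 0.866 to 0.926. The former were all of tumors 2 and 3 and the latter all of tumor 4, so slide and tumor cannot be told apart here. Between tumors 2 to 4, arrays on the same slide had a median r of 0.626 and those on different slides one of 0.685.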
